A study of Homo sapiens with 6 samples. Its data were reported in "ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers" (2022).

How the data were processed

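H4K16ac ChIP-seq libraries came from 12Z cells harvested 72 h after transduction with lentiviral shRNA particles at a multiplicity of infection of 100, with the medium replaced after 24 h. The 6 samples comprised 2 H4K16ac ChIP libraries and 1 input library per group. Groups and replicate numbers were taken from the sample labels. ChIP was done in duplicate, and the authors call them biological replicates without giving how the cultures were separated. The inputs had no processed file of their own.

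The authors digested chromatin with micrococcal nuclease, sequenced 50 bp paired-end reads to a minimum depth set per library, trimmed them, and aligned them to GRCh38.p12 with Bowtie2. They kept proper pairs, subsampled libraries to a like molecular complexity and removed PCR duplicates, so that differences in library complexity between libraries were reduced before peak calling. Paired-end fragments and a nuclease protocol need no read shift. Broad peaks were called by the authors with MACS2 against the input of the same condition at FDR < 0.05, per library and on pooled replicates, and blacklisted regions and non-standard contigs were removed. Per the labels and the peak layout, each deposited peak carries a fold enrichment ratio over background and the -log10 of its p-value and q-value, averaged over the peak by the authors. These peak values are the authors' own, and they were used to describe, rank or filter peaks within a list. They also gave common limits applied to all libraries, and a recovered background expectation that was compared between libraries and along the genome. The authors built 1 replicate-supported set per group from pooled peaks, by a stated rule of at least 50% overlap with the peaks of each replicate. The authors refer to an ENCODE definition for this rule and do not state of which peak the 50% is a share. As a share of the pooled peak the rule does not hold, which leaves other readings of it open. In the control set replicates 1 and 2 covered at least 50% of the peak in 46.1% and 51.2% of peaks, and in the shARID1A set in 65.6% and 78.6%.

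The authors' deposited table of differential regions holds a log2 fold change, an average abundance as log2 CPM, a p-value, an FDR and the number of merged tests for each region. The authors made it by counting fragments over regions shared by the replicates of a group, normalizing by loess, and testing with csaw and edgeR on 1 condition term. They joined neighbouring regions up to 500 bp apart and represented each joined region by its most significant probability. Loess normalization assumes that changes are symmetric, so a genome-wide gain or loss of H4K16ac would not appear in these fold changes. Counts per library were not used here, so no count model was fitted. The starts in the authors' deposited table equal the 0-based starts of the peaks for all 82946 regions. The printed starts are therefore 1 higher, and widths are the difference of end and start as listed. The FDR was recomputed from the p-values by the Benjamini-Hochberg method and did not differ.

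Coordinates were used on the primary chromosomes of GRCh38, whose sequence is shared by the patch release the authors named and the annotation used here, GENCODE release 44. No peak ended past the end of its chromosome (0 peaks). Intervals were merged, intersected and measured with bedtools 2.31.1, the genome was indexed with samtools 1.23.1, and other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Overlap meant at least 1 bp unless stated. Promoter-proximal meant within 3 kb of a TSS of any annotated transcript, and gene body meant inside a gene and not promoter-proximal. For the share of marked genes, 1 TSS per protein-coding gene was used.

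Library values were compared by two-sided exact permutation tests of group means. Medians of widths were compared by two-sided permutation tests with 100000 resamples, shares of regions by two-sided Fisher's exact tests, and each was given an interval from 1000 resamples of chromosomes. The 7 tests of region classes were adjusted together by the Benjamini-Hochberg method. Random gene lists (10000) were drawn within the 10 length deciles of protein-coding genes. Named loci were fixed before the data were examined as ARID1A, PLAU and TRIO, a list of 12 genes given together, and the 3 regions with the largest increase and the 3 with the largest decrease at FDR < 0.05 and at least 1 kb wide. The alternatives were a stricter q, joined peaks, wider peaks, equal covered length, other overlap rules, other FDR and fold limits, other TSS windows and gene classes, a replicate block and leaving out each library.

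The read number per library was not given by the peak files. A background expectation was recovered for each peak as the Poisson mean at which its fold and -log10 p-value meet, and a library's level was taken as percentile 10 over its peaks narrower than 400 bp. On simulated data with 500 peaks per level, the recovered mean was 1.02 to 1.10 times the simulated one. Each simulated peak had the same enrichment along its length, so the recovery was not tested on uneven peaks. Moving the zero of the log2 fold changes used the standard error that the deposited p-value and fold change imply on the normal scale. On 80000 simulated regions it gave 1920 calls against 1920 with the true zero, but the simulation shares the normal approximation, which the quasi-likelihood test of the authors does not. In 200 simulated comparisons without a difference, 6% of the permutation tests of medians had p under 0.05. In 200 simulated tables with an odds ratio of 0.5 the median recovered ratio was 0.493, and 93% of the intervals held the simulated value.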

Results

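H4K16ac was profiled by ChIP-seq in 12Z cells, an immortalized human endometriotic epithelial line, after transduction with lentiviral shRNA against ARID1A (shARID1A) or a non-targeting shRNA (control). ARID1A is a subunit of the SWI/SNF chromatin remodeling complex, and H4K16ac is histone H4 acetylated at lysine 16. Each group had 2 H4K16ac ChIP libraries with peaks called per library, and 1 input library that entered only through those peaks. The comparison asked whether ARID1A knockdown changed the extent and the location of H4K16ac. The read number behind each library was not given by the peak files. The background read expectation recovered from narrow peaks was 4.53 and 4.66 in the control libraries and 4.48 and 4.66 in the shARID1A libraries, so that the 4 libraries were called against a similar background.

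Peaks were counted in each library to compare the extent of H4K16ac. Control replicate 1 had 127516 peaks and control replicate 2 had 132469 peaks. The shARID1A libraries had 86936 and 117088 peaks in replicates 1 and 2. The group means were 129992 ± 3502 peaks in control and 102012 ± 21321 peaks in shARID1A (SD, n = 2). The covered genome was 107 ± 8.05 Mb in control and 72.0 ± 25.2 Mb in shARID1A (SD, n = 2), which was 3.46% and 2.33% of the genome. Both shARID1A libraries lay below both control libraries in either measure. A two-sided exact permutation test gave p = 0.333 for each measure with n = 2 per group, and 0.333 is the smallest p this design can give. Adjustment over the 4 tests of library values left p at 0.333 in the same exact test. The shARID1A libraries differed from each other by a factor of 1.66 in covered genome. Without shARID1A replicate 1 the difference in covered genome was -17.0 Mb, and without shARID1A replicate 2 it was -52.6 Mb, against -34.8 Mb with all libraries. The difference in peak number was -12904.5 without shARID1A replicate 1 and -43056.5 without shARID1A replicate 2, against -27980.5 with all libraries. Requiring a q of at most 0.01 moved the group means of covered genome most, to 56.5 Mb in control and 20.6 Mb in shARID1A. Their difference, -35.9 Mb, moved little in Mb, so it was larger relative to the lower control mean.

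**Figure D1:**
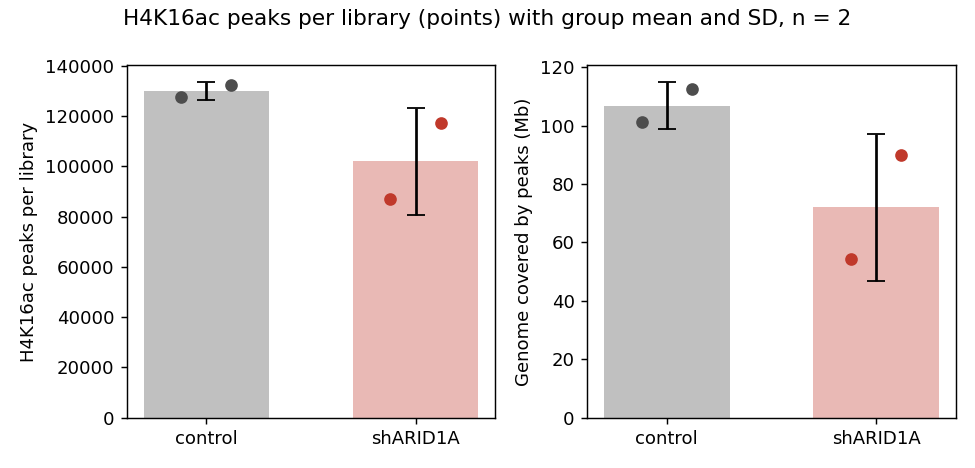
Number of H4K16ac peaks (left) and megabases of genome covered by them (right) in each library, with points for libraries, bars for group means and error bars for the SD (n = 2). Both shARID1A libraries lay below both control libraries, and the covered genome was 107 Mb on average in control and 72.0 Mb in shARID1A.

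The similarity of the peak sets was measured by the base-pair Jaccard index, the shared covered length of 2 libraries divided by their joint covered length. The index was 0.290 between the control libraries and 0.204 between the shARID1A libraries. Between groups it was 0.208, 0.253, 0.206 and 0.259. The mean within groups exceeded the mean between groups by 0.0154, which was less than the range of the between-group values. With the peaks as deposited, the 2 shARID1A libraries shared less of their covered genome with each other than either shared with either control library. At a q of at most 0.01 this did not hold, with 0.142 for the shARID1A pair. There shARID1A replicate 1 had 0.123 with each control library, and shARID1A replicate 2 had 0.187 and 0.191. Without control replicate 1 the within-group index was lower than the between-group mean by -0.0286 as a signed difference. The libraries thus did not separate by group in this measure, and no p-value was computed because the 6 pairs of libraries are not independent.

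The authors also deposited 1 replicate-supported peak set per group, made from pooled replicates, so these sets have no replicate check. The control set held 44337 peaks covering 154 Mb, with a median width of 2267 bp. The shARID1A set held 24827 peaks covering 37.8 Mb, with a median width of 1095 bp. Of the control peaks, 14315 overlapped a shARID1A peak by at least 1 bp (32.3%, Wilson 95% interval 31.9 to 32.7%). Of the shARID1A peaks, 20706 overlapped a control peak (83.4%, Wilson 95% interval 82.9 to 83.9%). When at least 50% of a peak had to be covered, these shares were 9.27% and 75.6%. The intervals cover counting error over peaks and not variation between cultures.

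Differential H4K16ac was taken from the authors' deposited table, in which the authors had tested regions with csaw and edgeR after loess normalization. The authors' deposited table listed 82946 tested regions, of which 1020 (1.23%) passed FDR < 0.05. After ARID1A knockdown 923 regions increased and 97 decreased in the authors' deposited table, so that 90.5% of the changed regions increased. The lowest abundance decile, with a median width of 60 bp, held 312 increasing and 7 decreasing regions of the authors' deposited table. The highest decile held 49 and 11, and increasing regions were more numerous in every decile. Median log2FC was 1.32 among the increasing regions and -1.13 among the decreasing regions of the authors' deposited table. Across all tested regions of the authors' deposited table, 54.0% had a negative log2FC and the median log2FC was -0.04. The split between directions depended on the zero of the fold changes. Regions covered over more than 50% of their length by peaks in all 4 libraries had a median log2FC of 0.10 in the authors' deposited table. With the zero moved to that median, 212 regions increased and 293 decreased by an approximation from the p-values of the authors' deposited table, so that 42.0% of the changed regions increased. These reference regions were selected for peaks in the shARID1A libraries, and a common shift moves calls in a fixed direction. With the zero at the median of all tested regions, 1954 regions increased and 122 decreased by the same approximation from the authors' deposited table. At FDR < 0.01 the authors' deposited table held 8 increasing and 0 decreasing regions, while 16118 regions had an unadjusted p under 0.05.

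**Figure D2:**
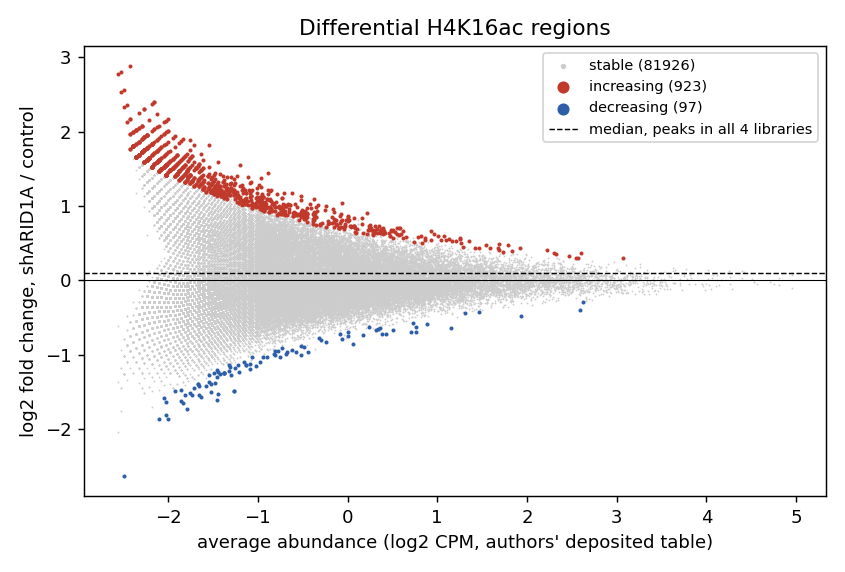
Log2FC of shARID1A over control against average abundance in log2 CPM for each tested region of the authors' deposited table, with increasing (red), decreasing (blue) and stable (grey) regions at FDR < 0.05. The solid line marks 0 and the dashed line marks the median log2FC of 0.10 among regions with peaks in all 4 libraries, and 923 increasing regions stand against 97 decreasing regions.

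The tested regions could be rebuilt from the peak files. The base pairs shared by the 2 replicates of a group, joined over both groups, gave 94519 intervals, equal to the summed number of tests in the authors' deposited table. All 73374 regions of the authors' deposited table made of 1 test were recovered with both ends. The width of a region made of 1 test is therefore the length over which replicate peaks overlap, while the 9572 merged regions of the authors' deposited table also include the gaps between joined intervals. Because the peaks of the replicates only touched, 71 regions of the authors' deposited table held 0 bp. Regions from control peaks alone numbered 43516 in the authors' deposited table, with 0 increasing and 87 decreasing. Regions from shARID1A peaks alone numbered 14002 in the authors' deposited table, with 751 increasing and 0 decreasing. The remaining 25428 regions of the authors' deposited table came from peaks of both groups, with 172 increasing and 10 decreasing. With the zero moved to regions with peaks in all 4 libraries, the regions from both groups gave 13 increasing and 114 decreasing. By the same approximation, 0 control-only regions increased and 179 decreased, and 199 shARID1A-only regions increased and 0 decreased.

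Width, location and peak status were then compared between classes of regions, as 7 tests adjusted together by the Benjamini-Hochberg method. Median width was 241 bp for increasing, 383 bp for decreasing and 402 bp for stable regions of the authors' deposited table. Increasing regions were narrower than decreasing regions by a difference of -142 bp (chromosome bootstrap 95% interval -342 to -71.5 bp, two-sided permutation p = 0.0119, adjusted p = 0.0209). They differed from stable regions by -161 bp (interval -202 to -122 bp, two-sided permutation p = 1e-05, the smallest 100000 resamples can give, adjusted p = 2.33e-05). Decreasing and stable regions differed by -19 bp (interval -88 to 170 bp, two-sided permutation p = 0.775, adjusted p = 0.775). When only regions above the median abundance were kept, increasing and decreasing regions differed by -135 bp, which no longer passed the threshold (interval -359 to 246 bp, two-sided permutation p = 0.451). The difference from stable regions turned to 101 bp for increasing regions above the median abundance (interval -26.0 to 240 bp, two-sided permutation p = 0.0291). For decreasing regions above the median abundance it turned to 236 bp (interval -90.0 to 409 bp, two-sided permutation p = 0.0495). Direction went with origin, as 81.4% of increasing regions came from shARID1A peaks alone and 89.7% of decreasing regions from control peaks alone. Regions of these origins had median widths of 204 and 275 bp in the authors' deposited table, against 1218 bp for regions from both groups. The width tests therefore do not separate direction from origin.

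Promoter-proximal regions, within 3 kb of an annotated TSS, made up 34.9% of increasing, 46.4% of decreasing and 41.3% of stable regions of the authors' deposited table. The odds ratio of increasing against decreasing regions was 0.619 (chromosome bootstrap 95% interval 0.410 to 0.927, two-sided Fisher's exact test p = 0.0265, adjusted p = 0.0371). Gene bodies outside that window held 54.0% of increasing, 46.4% of decreasing and 52.6% of stable regions of the authors' deposited table. The gene body odds ratio was 1.35 (interval 0.908 to 1.99, two-sided Fisher's exact test p = 0.165, adjusted p = 0.193). A window of 1 kb moved the promoter-proximal odds ratio most, to 0.327 (two-sided Fisher's exact test p = 7.66e-06), and it moved the gene body odds ratio to 1.86 (two-sided Fisher's exact test p = 0.00503). The control peak set overlapped 30.3% of increasing and 99.0% of decreasing regions of the authors' deposited table (odds ratio 0.00454, two-sided Fisher's exact test p = 2.82e-44, adjusted p = 1.97e-43). The shARID1A peak set overlapped 59.4% and 10.3% of them in the authors' deposited table (odds ratio 12.7, two-sided Fisher's exact test p = 7.89e-22, adjusted p = 2.76e-21). With at least 50% of the region covered, the shARID1A set held 53.6% of increasing and 1.03% of decreasing regions of the authors' deposited table, and the odds ratio moved to 111 (chromosome bootstrap 95% interval 31.0 to 275). Peaks and fold changes come from the same reads, so the overlap with peak sets is not independent evidence. Regions are not replicates, and the tests describe these 4 libraries.

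Regions at least 1 kb wide with the largest fold changes at FDR < 0.05 are given in GRCh38 coordinates. The largest increase in the authors' deposited table lay on chromosome 7 from 75475690 to 75477978 within POM121C, outside the exons of canonical transcripts, with a log2FC of 1.95 (FDR 0.0286). The next increases in the authors' deposited table lay on chromosome 22 from 38326733 to 38329148 within TPTEP2-CSNK1E (log2FC 1.87, FDR 0.0363) and on chromosome 2 from 10598593 to 10599709 within NOL10 (log2FC 1.81, FDR 0.0420), both outside canonical exons. Each of these increasing regions had been merged from 2 tests. Their abundances in the authors' deposited table were -2.24, -2.33 and -2.39 log2 CPM, near its minimum of -2.56. Regions of 1 test under 400 bp had a median of -1.52 log2 CPM there. These 3 fold changes therefore rest on low read counts. The authors represented a merged region by its most significant probability, and they do not state whether the fold change is that of the same test. With the zero moved to regions with peaks in all 4 libraries, the regions on chromosomes 22 and 2 no longer passed. POM121C, where the region also overlaps a transcribed pseudogene, has paralogs of similar sequence, so that reads there can be shared between copies. Control peaks covered 86.7% and 88.2% of the region in POM121C in replicates 1 and 2, and shARID1A peaks covered 65.3% and 11.2% of it. On chromosome 22 control peaks covered 78.0% and 81.5% of the region and shARID1A peaks 100% and 39.5%. On chromosome 2 control peaks covered 89.6% and 56.5% of the region and shARID1A peaks 1.70% and 36.2%. The decreasing regions each came from 1 test. The largest decrease in the authors' deposited table lay on chromosome 19 from 49928833 to 49929862 over exons and UTRs of ATF5 and NUP62 and a TSS of IL4I1, with a log2FC of -0.86 (FDR 0.0276). The others in the authors' deposited table lay on chromosome 21 from 27569191 to 27570199, outside annotated genes and 68414 bp from the nearest TSS, that of LINC01673 (log2FC -0.83, FDR 0.0363), and on chromosome 8 from 42987982 to 42989083 within HOOK3, outside canonical exons (log2FC -0.79, FDR 0.0382). Control peaks covered 100% of these 3 regions in both replicates. In replicates 1 and 2, shARID1A peaks covered 19.5% and 24.0% of the region on chromosome 19. They covered 0% and 14.0% of the region on chromosome 21, and 0% of that on chromosome 8 in both.

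Genes were scored as marked when a peak overlapped them, among 20033 protein-coding genes. The marked share was 55.2 ± 0.300% in control and 49.6 ± 3.61% in shARID1A libraries (SD, n = 2). For the promoter-proximal window it was 41.5 ± 0.748% in control and 34.0 ± 1.73% in shARID1A (SD, n = 2). Both differences had the smallest p the design allows, 0.333, in a two-sided exact permutation test. Without shARID1A replicate 1 the difference over genes was -3.08 percentage points and without shARID1A replicate 2 it was -8.19, against -5.64 with all libraries. Requiring a q of at most 0.01 moved it most, to -14.3 percentage points, with means of 42.4% in control and 28.0% in shARID1A. In the replicate-supported sets, 44.4% of genes were marked in control and 29.3% in shARID1A.

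A list of 12 genes that the study names as repressed by ARID1A with H3.3 or its co-regulators was compared with random gene lists. In the control set 6 of the 12 genes were marked (50.0%), at percentile 56.7 of 10000 random lists matched on gene length. In the shARID1A set 4 genes were marked (33.3%), at percentile 52.1. Neither share lay outside the central 95% of the random lists. That range ran from 16.7 to 75.0% in the control set and from 8.33 to 58.3% in the shARID1A set. With 12 genes only a large departure could lie outside it, so a moderate enrichment is not excluded. The random lists were drawn from all protein-coding genes, whether expressed or not. The 12 genes are those named in the text of the study, taken from longer lists of repressed genes that were not used here, so these percentiles do not describe the longer lists. PLAU and TRIO had been chosen by the study as H4K16ac-marked loci. Without them the remaining 10 genes stood at percentiles 29.7 and 40.4.

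ARID1A itself (ENSG00000117713.21) lies on chromosome 1 from 26693236 to 26782104. Peaks covered 25.1 ± 2.06% of ARID1A in control and 17.4 ± 7.55% in shARID1A (SD, n = 2), and transcript levels were not analysed here. The authors' deposited table held 21 regions over ARID1A. Of these, 1 passed FDR < 0.05 in the authors' deposited table, an intronic region of 72 bp from 26729365 to 26729436 with a log2FC of 1.81 (FDR 0.0256). PLAU (ENSG00000122861.16) lies on chromosome 10 from 73909177 to 73917496. Peaks covered 2.70% and 14.8% of PLAU in the control libraries and 0% in both shARID1A libraries. The only region over PLAU in the authors' deposited table, an intronic one from 73915757 to 73915981, had a log2FC of -0.69 and did not pass the threshold (FDR 0.233). TRIO (ENSG00000038382.23) lies on chromosome 5 from 14143342 to 14532128. Peaks covered 58.4 ± 2.24% of TRIO in control and 44.7 ± 9.16% in shARID1A (SD, n = 2). None of the 89 regions over TRIO in the authors' deposited table passed FDR < 0.05, and the lowest FDR was 0.0733, for a region from 14475666 to 14480268 that overlaps coding exons (log2FC -0.27). With the zero moved to regions with peaks in all 4 libraries, the region in ARID1A still passed, the region in TRIO passed as well, and the region in PLAU did not. Within 50 kb of TRIO, 1 of 99 regions of the authors' deposited table passed FDR < 0.05 (lowest FDR 0.0276). For the same flank, 1 of 27 regions passed at ARID1A (lowest FDR 0.0256) and 0 of 9 at PLAU (lowest FDR 0.171).

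The covered share differed more between chromosomes than between groups. In control libraries peaks covered 14.3 ± 0.650% of chromosome 17, 11.5 ± 0.655% of chromosome 20 and 6.55 ± 0.472% of chromosome 5 (SD, n = 2). They covered 0.228 ± 0.0376% of chromosome 13 and 0.0743 ± 0.00459% of chromosome X (SD, n = 2). In shARID1A libraries the same chromosomes 17, 20, 5, 13 and X were covered to 10.7 ± 3.22%, 8.31 ± 2.52%, 4.51 ± 1.40%, 0.101 ± 0.0501% and 0.0313 ± 0.00902% (SD, n = 2).

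**Figure D3:**
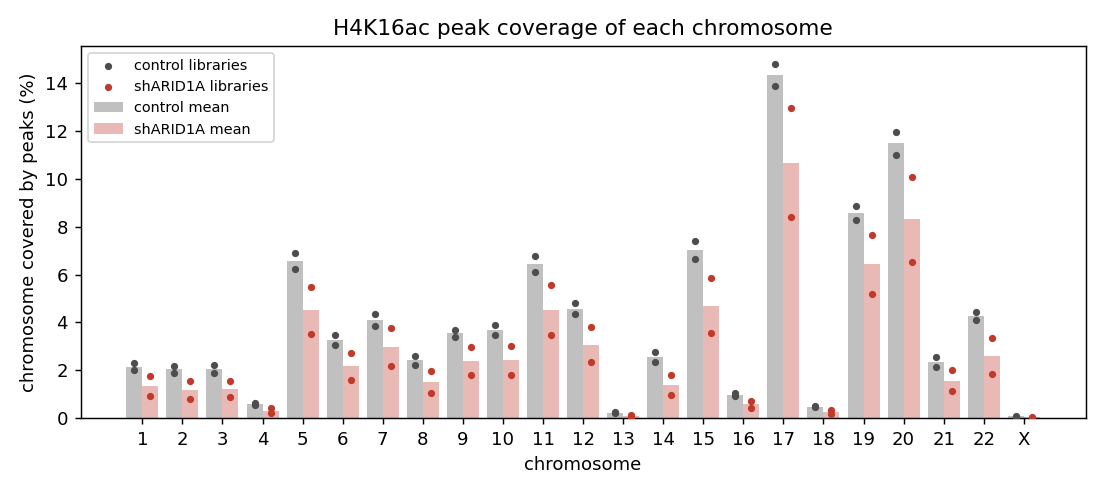
Percentage of each chromosome covered by H4K16ac peaks in control (grey) and shARID1A (red) libraries, with points for the 2 libraries of a group and bars for their mean. Chromosome 17 was covered most, with a mean of 14.3% in control and 10.7% in shARID1A, and chromosome X least, with 0.0743% and 0.0313%.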

Values the study reported

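The study reported 60 genes repressed jointly by ARID1A, CHD4, ZMYND8 and H3.3. It reported that 68% of these carried H4K16ac over the gene body, a higher share than among expressed genes. The full list of those genes and the expression data that define it were not used here.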

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

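Alternatives chosen only after the data were seen were the common limit on -log10 p, the 2 moved zeros, the restriction to regions of 1 test and the match of random lists on chromosome. The others were chosen before the data were examined.

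The lower peak number, covered genome and marked gene share of shARID1A libraries kept their direction under every alternative run for them. The difference in covered genome was -35.9 Mb at a q of at most 0.01, -26.7 Mb for peaks at least 1 kb wide and -28.7 Mb at -log10 p of at least 4. Joining peaks up to 500 bp apart moved nothing, since the narrowest gap between peaks was 533 bp, and tests nothing. With 2 libraries per group no test could pass 0.05, so p-values say nothing about stability. Leaving out each library in turn gave -43056.5 to -12904.5 peaks, -52.6 to -17.0 Mb, -8.19 to -3.08 points of marked genes and -8.71 to -6.26 points of marked promoter-proximal windows, with the smallest differences without shARID1A replicate 1. At a q of at most 0.01 the differences were larger, -14.3 points of marked genes and -13.3 points of marked promoter-proximal windows.

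The labels give both groups replicate numbers 1 and 2. A replicate block left the mean differences at -27980.5 peaks, -34.8 Mb, -5.64 points and -7.48 points by construction, with an exact sign-flip p of 0.5, the smallest 2 pairs can give. Over 382240 bins of 1 kb, the deviations of same-numbered libraries had a correlation of 0.00717, so the numbers were not treated as pairs, and the block changed no call.

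The similarity within minus between groups was 0.0540 at a q of at most 0.01, and ranged from -0.0286 to 0.0831 when each library was left out. It was negative without either control library, because the control pair alone had the higher index. The share of control peaks in the shARID1A set was 9.27% with at least 50% of the peak covered and 19.7% at a q of at most 0.01. The share of shARID1A peaks in the control set was 75.6% and 79.3% under the same alternatives. In base pairs, a different quantity from a share of peaks, 24.9% of the length covered in both control replicates and 49.1% of that covered in both shARID1A replicates was common to the groups. The cause was not tested beyond the stricter rules themselves.

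Increasing and decreasing regions numbered 8 and 0 at FDR < 0.01, and 3272 and 665 at FDR < 0.10. With an absolute log2FC of at least 1, 681 increasing and 58 decreasing regions were left, and among regions at least 1 kb wide 163 increased and 24 decreased. The stricter limits lower counts by construction. Moving the zero to regions with peaks in all 4 libraries gave 212 and 293, and moving it to the median of all tested regions gave 1954 and 122. A common shift moves calls in a fixed direction, so these counts show only how much the split depends on the zero. With the former, all 212 were among the 923 increasing regions and 97 of the 293 were the decreasing regions of the authors' deposited table. Width, location and peak status were not recomputed for these calls.

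For regions above the median abundance, the width difference of increasing minus decreasing regions was -135 bp and lost its place past the threshold (two-sided permutation p = 0.451). Above the median abundance, differences were 101 bp for increasing minus stable and 236 bp for decreasing minus stable. Abundance grows with the length over which reads are counted, so this choice sets the widths it keeps. At FDR < 0.01 the 8 increasing regions differed from the others by -301.5 bp (two-sided permutation p = 0.142). Among regions of 1 test, decreasing minus stable was 24.5 bp (chromosome bootstrap 95% interval -26.5 to 187 bp, two-sided permutation p = 0.619), and the cause was not tested. In that setting increasing minus decreasing was -173.5 bp (interval -356 to -112 bp, two-sided permutation p = 9.0e-05). Increasing minus stable was -149 bp there (interval -179 to -118 bp). With 0 decreasing regions at FDR < 0.01, the other width, location and peak status comparisons gave no value there. The gene body odds ratio was 1.86 with a 1 kb window (chromosome bootstrap 95% interval 1.17 to 2.93) and 1.55 for protein-coding genes (interval 0.993 to 2.37, two-sided Fisher's exact test p = 0.0427 before adjustment). The latter interval includes 1, and the cause was not tested.

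The study gene list stood under percentile 50 without PLAU and TRIO (29.7 in the control and 40.4 in the shARID1A set) and with lists matched on length and chromosome (42.2 and 36.1). With random lists that were not matched, the study list stood over percentile 50, at 64.9 in the control and 62.7 in the shARID1A set. Its marked share equalled the median random list in the shARID1A set without PLAU and TRIO (30.0%) and in the control set with lists matched on chromosome (50.0%). It was below the median in the control set without PLAU and TRIO (40.0% against 50.0%) and in the shARID1A set with lists matched on chromosome (33.3% against 41.7%), and each of these shares lay inside the central 95% of its random lists.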

Other observations

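Tests chosen only after their result was seen were those of library depth, of the centring, of the choice of tested regions in both forms, of copy number, of lower copy number and of merged regions. Those of the p threshold, GC content, gene density and the chromosome of the study genes were written before their values were computed.

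The shARID1A libraries covered less of the genome than the control libraries. The tables argue against library depth, since the background expectation recovered from narrow peaks in shARID1A was 0.995 times that in control. They also argue against a stricter effective p threshold, because the ratio of shARID1A to control covered length was 0.618 with -log10 p of at least 4 in all libraries, against 0.674 as deposited. A lower yield of the immunoprecipitation, the separate input of each group and a true loss of H4K16ac all stay open, as none was tested and each would act on both libraries of a group or, for yield, on one. The spread between the shARID1A libraries, 54.3 and 89.8 Mb, limits any reading of the difference.

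The replicate-supported sets differed more between groups than the libraries did. The control set covered 4.08 times as much as the shARID1A set, while the libraries differed by a factor of 1.48. The control set, at 154 Mb, covered more than either control library, and the shARID1A set, at 37.8 Mb, covered less than either shARID1A library. Every peak of both sets touched peaks of both replicates (100%), but replicate 1 covered at least 50% of the peak in only 46.1% of control and 65.6% of shARID1A set peaks. Gene marks read from these sets carry this difference, with 44.4% against 29.3% of genes marked. No biological explanation was tested.

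Of the changed regions in the authors' deposited table, 923 increased and 97 decreased, although the shARID1A libraries had fewer peaks. GC content is argued against as the whole cause, since at least 80.8% of changed regions increased in the low, middle and high GC classes of equal size of the authors' deposited table. The centring of the fold changes cannot be told apart from a true excess. With the zero at the median of regions with peaks in all 4 libraries 42.0% of changed regions increased, but a common shift moves calls in a fixed direction and those regions were selected for shARID1A peaks. With the zero at the median of all tested regions 1954 increased and 122 decreased. The tested regions hold 52.5% control-only and 16.9% shARID1A-only regions in the authors' deposited table. Choosing the tested regions from the same peaks draws regions of each group away from 0. An equal pull in both groups is argued against at the deposited zero. There 0.200% of the control-only regions decreased (Wilson 95% interval 0.162 to 0.247%, regions taken as independent) while 5.36% of the shARID1A-only regions increased (interval 5.00 to 5.75%) in the authors' deposited table. The contrast kept its direction but was smaller with the zero moved to regions with peaks in all 4 libraries. Then 179 of 43516 control-only regions decreased and 199 of 14002 shARID1A-only regions increased. The shARID1A-only regions held 81.4% of the increasing regions of the authors' deposited table, which restates where they were drawn from and does not account for the excess. Regions from both groups gave 172 increasing and 10 decreasing in the authors' deposited table, but these too needed peaks in the libraries with fewer peaks. With the zero moved to regions with peaks in all 4 libraries, this split reversed to 13 increasing and 114 decreasing. An unequal pull and a true gain cannot be told apart. A true change after knockdown stays open and untested.

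Of the 163 increasing regions at least 1 kb wide in the authors' deposited table, 52.1% were merged from more than 1 test, against 35.4% of all regions of that width. Control libraries had the higher peak cover in 34 of the 85 merged increasing regions of the authors' deposited table and in 1 of the 78 made of 1 test. A candidate explanation is that merged regions carry the values of 1 narrower test. Their median abundance of -0.60 log2 CPM lay below the 0.72 of wide regions of 1 test in the authors' deposited table and above the -1.52 of regions under 400 bp, nearer to the latter. The 3 largest increases among wide regions are all merged regions. At -2.24, -2.33 and -2.39 log2 CPM they also lay below the -1.52 of regions under 400 bp. Their fold change may therefore not describe the printed interval as a whole.

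Peak cover was uneven between chromosomes in both groups, from 14.3% of chromosome 17 to 0.0743% of chromosome X in control libraries. Copy number of the cell line is a candidate explanation. Over 246 bins of 10 Mb with at least 20 peaks of the control set, the background expectation and the covered share had a Spearman rho of 0.684 (chromosome bootstrap 95% interval 0.560 to 0.782) and a Pearson r of 0.561, or 0.563 without the 2 bins farthest from the median. Without the minimum of 20 peaks, over 297 bins with a peak, rho was 0.734 (interval 0.647 to 0.783). Gene density went with the covered share as well (rho 0.542, interval 0.401 to 0.660), but it is argued against as the whole cause, since the rank correlation of background and covered share was 0.693 (interval 0.584 to 0.766) after adjusting both for gene density, and 0.724 (interval 0.648 to 0.762) without the peak minimum. For the low cover of chromosomes 13 and X a lower copy number cannot be told apart from other explanations. The background expectation has a floor, recovered as 9.26 in the control set, so that a loss would not show, and chromosome X lay near it at 9.48. The relation therefore bears on regions with raised background. Bins of a chromosome are not independent, and 5 relations were computed, with and without the peak minimum. Input recovery that follows acetylated chromatin stays open. So does an error of the recovered background that grows with peak width. The recovered mean was 1.02 to 1.10 times the simulated one, and uneven enrichment within wide peaks was not simulated. Such an error would also enter the values adjusted for gene density. If copy number adds to what is called as a peak, then whether a gene is marked depends in part on its chromosome, as for TRIO on chromosome 5.

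The study genes were marked more often in the control set than in the shARID1A set, 6 against 4 of 12. Random lists matched on length already showed this, with medians of 50.0% and 33.3%. The chromosome of the genes therefore had no excess to account for, and the list stood at percentile 42.2 in the control set among lists matched on length and chromosome. No biological explanation was tested.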
